A study of Homo sapiens with 11 samples. Its data were reported in "VEGF blockade enhances the antitumor effect of BRAFV 600E inhibition" (2016).

How the data were processed

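Gene expression was measured in tumours grown from A375, a human melanoma cell line, under the skin of CD1 athymic mice. In such xenografts the tumour cells are human and the stroma is mouse. Mice received vehicle, PLX4720 (a BRAF kinase inhibitor, 60 mg/kg per day), bevacizumab (an antibody against human VEGF, 10 mg/kg, 3 times per week) or both drugs (COMBO) for 12 days. Total RNA was amplified, labelled and hybridised by the authors to Illumina HumanHT-12 v4 bead arrays, 1 array per tumour sample, with 3 arrays for vehicle, 3 for PLX4720, 3 for bevacizumab and 2 for COMBO. Groups and replicate numbers were taken from the sample titles. The methods of the study call the replicates biological.

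The authors exported the values with GenomeStudio 2011.01. The deposited table of single arrays holds an intensity per probe on a linear scale, which its header calls not normalized, and a detection p-value per probe, which compares the probe with the negative control beads of the same array. A second deposited table holds the authors' normalized intensity values, made by cubic spline normalization between arrays. Its scale was linear and uncentred, and each array's median was 155.3. Within an array the normalized values ranked the probes as the signals did (rank correlation 1 for every array, against 0.845 to 0.902 for the closest other array), which ties each column to its array. Columns of the first table were matched to samples by the group letter and number in their names. Of the 47323 probes, 30113 had 1 gene symbol in the platform annotation, 8 had several and 17202 (36.4%) had none. Current symbols were found through the gene ID for 30074 probes. Probes without a single symbol were left out of the gene tests. No coordinates are given because the sources used here state no genome build for the probes. Mouse arrays of the same tumours were not analysed here.

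The signals were background-corrected with normexp, using negative control moments inferred from the detection p-values (769 negative controls are implied by their steps), then offset by 16, quantile normalized and put on the log2 scale with limma 3.58.1 in R 4.3.3. A probe was kept if its detection p-value was below 0.05 on at least 1 array, which left 20638 probes with 1 symbol, and each gene was represented by its probe with the largest mean over all arrays. Both rules follow the methods of the study. This gave 14886 genes out of 20046 with a probe. A linear model with the 4 arms was fitted to all 11 arrays at once, so that the arms shared an estimate of the spread, and moderated two-sided tests were made with eBayes. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 over all genes tested. There were 8 contrasts: each treatment against vehicle, COMBO against each single drug, the interaction of the drugs (COMBO minus PLX4720 minus bevacizumab plus vehicle), and the effect of each drug averaged over the presence and absence of the other. Counts were also taken at the limits the methods state, a log2 fold change of at least 1 in size with an unadjusted p below 0.01, and a moderated F test over the 4 arms was read at an adjusted p below 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. All these choices, the gene lists and the naming rule were fixed before the data were examined.

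Genes were named by rule. For PLX4720 and COMBO against vehicle these were the 10 largest rises and 10 largest falls among called genes whose arrays did not overlap between the groups. For the other contrasts they were the 5 largest in each direction, or the 5 with the smallest p where none was called. Up to 4 members with the smallest p were added for each list described. A fixed set was always looked up: DUSP6, SPRY4, ETV5, CCND1, VEGFA, CA9, LOX, TGFB1, CSF2, TNF, MITF, NGFR and BRAF. The annotation used names no probe for CA9, CSF2 or BRAF, which were not analysed here, and the TNF probe was not detected on any array, so no value is given for them. Where a probe was not detected on any array of 1 group, the fold is given as a bound ("at least"): the brighter group's mean was set against the dimmer group's mean of, per array, the lowest signal among detected probes or the probe's own signal, whichever was higher. No bound was computed for the interaction and the averages, where such a gene has no fold.

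Gene lists, 30 in number, were written from textbook knowledge and covered ERK output, hypoxia and metabolism, cell cycle, melanocyte states, cytokines and immunity, matrix, signalling, stress, markers of mouse host cell types and RNA handling. Some lists share members. CXCL1 and CXCL8 are cytokines and NF-kB targets, COL1A1, COL1A2 and COL3A1 are collagens and fibroblast markers, and LUM, DCN and POSTN are matrix glycoproteins and fibroblast markers. Calls of such lists are not separate results. Lists were tested with camera at a preset correlation between genes of 0.01, adjusted over the 30 lists within a contrast. Beside it stand camera with an estimated correlation and fry, which tests whether the genes of a list move one way on balance without comparing them with other genes. Of the 69 list calls among 240 tests, 8 held with an estimated correlation: hypoxia, cytokines, interferon, NF-kB targets and fibroblast markers for COMBO against vehicle, fibroblast markers for COMBO against bevacizumab, and hypoxia and fibroblast markers for PLX4720 averaged over both backgrounds. Median, mean and test direction differed in sign in 48 list tests, of which 1 was called (collagens, COMBO against vehicle). Member counts "adjusted over the list alone" apply Benjamini-Hochberg to the members only.

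The steps were tested on simulated arrays of 14886 genes with 200 changed genes in each of 10 runs. For PLX4720 against vehicle, 17.3%, 88.5% and 98% of changes of 1, 2 and 3 log2 units were recovered. For COMBO against vehicle these shares were 10.6%, 82.4% and 97.6%, and for bevacizumab against vehicle 19.1%, 91.9% and 97.1%. For the interaction they were 1.49%, 44.3% and 88.2%. False calls numbered 3.7 to 8.1 per run across contrasts. A shifted list was called in 10 of 10 runs and an unchanged list in 0. The simulated genes varied independently, with the same spread in every arm. In the real data the estimated correlation was 0.514 in the interferon list, and the mean variance was 0.078 for vehicle and 0.447 for PLX4720. The simulation therefore does not show how often camera calls a correlated list falsely, nor the recovery and false calls with unequal spreads. The number of arrays limits the precision. Alternatives, whose effect is given in the closing section, were the authors' normalized values, cyclic loess, no background correction, a stricter detection filter (p below 0.01 on at least 2 arrays) and none, the mean of a gene's probes, fits of the compared arrays only, the replicate number as a block, an intensity trend with robust moderation, array weights, a plain one-way ANOVA, and leaving out each array. Chips could not be entered as a block because the columns carry no chip identifiers.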

Results

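Human transcripts were profiled in A375 melanoma xenografts after 12 days of treatment, to learn how tumour cells respond to inhibition of the BRAF kinase by PLX4720, to blockade of VEGF by bevacizumab, and to both together (COMBO). The comparisons used 11 arrays, 3 for vehicle, 3 for PLX4720, 3 for bevacizumab and 2 for COMBO. Between 19767 and 21952 of 47323 probes per array were above background, and the brightest probes (95th percentile) lay 22.5 to 36.7 times above background. Across the 14886 genes tested, vehicle arrays correlated with one another at 0.988 to 0.989, COMBO arrays at 0.987, bevacizumab arrays at 0.957 to 0.988 and PLX4720 arrays at 0.926 to 0.941. The median within-arm SD per gene was 0.19 log2 units for vehicle, 0.45 for PLX4720, 0.34 for bevacizumab and 0.16 for COMBO. PLX4720 3 and bevacizumab 1 lay apart from the other arrays of their arms on the second principal component, at -75.3 and -37.5. Genes of RNA handling stress had a median of 1.18 above the vehicle mean on PLX4720 2, against -0.33 to 0.15 on the other arrays.

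**Figure D1:**
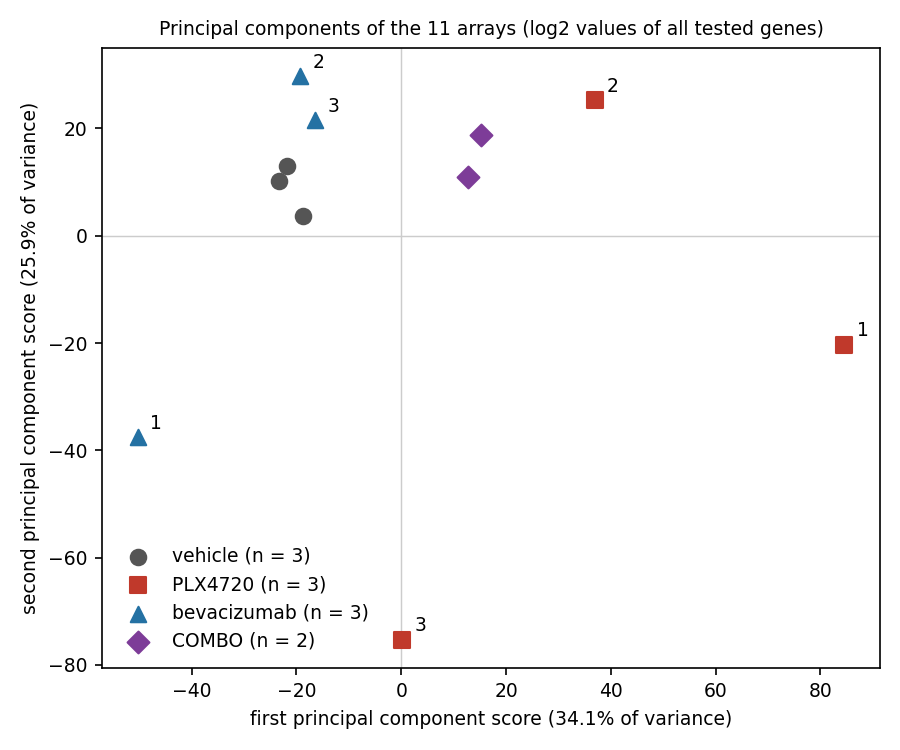
Scores of the 11 arrays on the first and second principal components of the log2 values of all tested genes, which hold 34.1% and 25.9% of the variance, with replicate numbers beside the PLX4720 and bevacizumab points. PLX4720 1 reached 84.6 on the first component, and PLX4720 3 and bevacizumab 1 lay at -75.3 and -37.5 on the second.

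PLX4720 alone was set against vehicle first. ANGPTL7, an angiopoietin-like secreted factor, was at least 80.3-fold higher (adjusted p = 0.000904), and SCRG1, a small secreted protein, was at least 51.6-fold higher (adjusted p = 0.000121). The probes of both were below background on all vehicle arrays. COL3A1, the chain of type III collagen, rose 32.0-fold (SE of the log2 change 0.65, n = 3 against 3, adjusted p = 0.00443), and VCAM1, an adhesion molecule for leukocytes, rose 29.1-fold (log2 4.86 ± 0.42 SE, adjusted p = 0.000904). IFI27, an interferon-induced gene, rose 53.1-fold (log2 5.73 ± 0.84, adjusted p = 0.00834). PRG4, which encodes the lubricating proteoglycan lubricin, rose 25.6-fold, UTS2, the precursor of the vasoactive peptide urotensin II, 23.4-fold, and ABI3BP, a matrix protein, at least 14.7-fold. NTS, the precursor of neurotensin, rose 21.6-fold (log2 4.43 ± 0.95, adjusted p = 0.0389) and the small noncoding Y RNA RNY5 16.7-fold (log2 4.06 ± 0.52, adjusted p = 0.00391). The IFI27, PRG4 and NTS probes were detected on 2 of 3 vehicle arrays. NTS, RNY5, SCRG1, UTS2 and IFI27 are among the genes that weigh most on the second principal component.

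Among the falls, KISS1, the precursor of kisspeptin, was at least 15.4-fold lower (adjusted p = 0.00218), with the probe below background on all PLX4720 arrays. ADM, which encodes the vasodilator adrenomedullin, was 9.99-fold lower (log2 -3.32 ± 0.31, adjusted p = 0.00121), NDRG1, a gene induced by low oxygen, 8.0-fold lower (log2 -3.00 ± 0.34, adjusted p = 0.00261), and IPO7, a nuclear import receptor, 7.47-fold lower (log2 -2.90 ± 0.27, adjusted p = 0.00109). DEPP1 was 10.1-fold lower (adjusted p = 0.0172), PAEP, which encodes glycodelin, 8.13-fold lower (adjusted p = 0.036), the microRNA gene MIR614 at least 6.14-fold lower (adjusted p = 0.00959) and the myosin pseudogene MYH16 at least 5.32-fold lower (adjusted p = 0.0196). EIF3CL, a near-identical copy of a translation initiation factor gene whose signal its probe may share, was 18.8-fold lower (log2 -4.23 ± 0.94, adjusted p = 0.0442). Its values were 5.34, 9.71 and 5.29 on the 3 PLX4720 arrays against 10.74 to 11.46 on vehicle, and it was detected on 1 of 3 PLX4720 arrays. DUSP4, a phosphatase that acts on ERK, was 18.5-fold lower (log2 -4.21 ± 0.96, adjusted p = 0.0492), at 4.59, 9.59 and 5.97 on PLX4720 arrays and detected on 2 of 3, and a second, dimmer DUSP4 probe differed by -0.20. EIF3CL and DUSP4 also weigh on the second principal component, and passed in 9 and 5 of 23 settings. NTS passed in 12, PAEP in 13, MYH16 in 18, DEPP1 in 19, IFI27 in 21, and MIR614 and UTS2 in 22, whereas the other 11 of these 20 genes passed in all 23.

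Of 32 measured members of the hypoxia list, genes induced by low oxygen, 14 fell and 0 rose under PLX4720 (23 fell when adjusted over the list alone), with a median log2 fold change of -1.14. They included the lipid droplet gene HILPDA (log2 -2.47 ± 0.28, adjusted p = 0.00261), the mitophagy gene BNIP3 (4.0-fold lower, SE of the log2 change 0.26, adjusted p = 0.00432), ADM and NDRG1. VEGFA, the ligand that bevacizumab binds, fell 3.45-fold (log2 -1.79 ± 0.26, adjusted p = 0.00755), and its second probe differed by -1.61. In the glycolysis list, 5 of 17 members fell (10 over the list alone; median -0.79), among them ALDOC (-1.92 ± 0.28, adjusted p = 0.00805), PGK1 (-1.24 ± 0.22, adjusted p = 0.0201), HK2 (-1.15 ± 0.24, adjusted p = 0.0388) and ENO2 (-2.10 ± 0.46, adjusted p = 0.0405), which encode glycolytic enzymes, and the glucose transporter gene SLC2A1. Camera called both lists lower (adjusted p = 4.07e-24 and 4.28e-09), and neither call held with an estimated correlation (adjusted p = 0.0564 and 0.107). The study reported lower hypoxia genes from the same samples, so these counts are not independent evidence of the direction.

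Of 41 measured interferon-stimulated genes, 23 rose and 0 fell (39 rose when adjusted over the list alone), with a median of 1.84. ISG15, a ubiquitin-like antiviral protein, rose 10.3-fold (log2 3.36 ± 0.38, adjusted p = 0.00261), RSAD2, an antiviral enzyme detected on 1 of 3 vehicle arrays, by 2.86 ± 0.42 (adjusted p = 0.00805) and IFI6 by 2.82 ± 0.41 (adjusted p = 0.00787). The list medians on PLX4720 1, 2 and 3 were 2.43, 2.04 and 1.04 above the vehicle mean, lowest on the array that stood apart. In the cytokine list, CXCL10 (log2 3.30 ± 0.40, adjusted p = 0.00313, detected on 2 of 3 vehicle arrays), CCL2 (3.61 ± 0.66, adjusted p = 0.0228), CXCL1 (1.54 ± 0.27, adjusted p = 0.0169), CCL5 (1.21 ± 0.26, adjusted p = 0.0399) and CXCL8 (1.24 ± 0.27, adjusted p = 0.0429), all leukocyte attractants, rose, and IL11, named after its values were seen, fell (9 and 1 over the list alone, of 31). The median of the cytokine list was 0.37, or 0.02 with undetected members at their bounds. Of 25 NF-kB targets, 6 rose (10 higher and 1 lower over the list alone; median 0.81), and of 24 antigen presentation genes only HLA-B, whose probe may read related HLA genes, rose (1.42 ± 0.31, adjusted p = 0.0399; 8 over the list alone; median 0.63, or 0.56 at bounds).

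Camera called the interferon, cytokine, NF-kB and antigen presentation lists higher (adjusted p = 6.05e-32, 0.00241, 8.62e-06 and 5.91e-06). With an estimated correlation none held (adjusted p = 0.107 for interferon, 0.157 for cytokines and NF-kB targets, 0.171 for antigen presentation). Fry gave adjusted p = 0.00558 for interferon and cytokines, 0.00604 for NF-kB targets and 0.0153 for antigen presentation. For the other lists camera called here, fry gave 0.0014 (hypoxia), 0.00604 (glycolysis), 0.00558 (collagens), 0.00686 (matrix glycoproteins), 0.000577 (fibroblast markers), 0.0602 (mitosis) and 0.0582 (cholesterol synthesis). Without a camera call, fry gave 0.0134 for ERK output and 0.00604 for the unfolded protein response. The study reported immune and inflammatory genes from these samples, so the counts are not independent evidence.

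Some matrix genes and fibroblast markers rose under PLX4720. POSTN (periostin; log2 3.84 ± 0.38, adjusted p = 0.00127, detected on 2 of 3 vehicle arrays), LUM (lumican; 3.28 ± 0.39, adjusted p = 0.00291), FBLN1 (fibulin; 2.58 ± 0.45, adjusted p = 0.0169) and THBS2 (thrombospondin; 2.29 ± 0.33, adjusted p = 0.00755) rose, and 9 of 41 matrix glycoprotein and adhesion genes rose in all (11 higher and 1 lower over the list alone; median 0.37, or 0.32 at bounds). Of 22 collagen genes, 5 rose (9 higher and 1 lower over the list alone; median 0.64, or 0.59 at bounds), with COL1A2 (2.65 ± 0.45, adjusted p = 0.0161), COL1A1 (2.47 ± 0.48, adjusted p = 0.0273) and COL8A1 (1.70 ± 0.34, adjusted p = 0.03) beside COL3A1 and COL15A1. Of 13 fibroblast markers, 7 rose (8 over the list alone; median 1.86), including TAGLN, an actin-binding protein (2.03 ± 0.24, adjusted p = 0.00261). The fibroblast list lay 2.06, 1.73 and 1.13 above the vehicle mean on PLX4720 1, 2 and 3. Markers of other host cells gave 1 rise each, AIF1 among 16 leukocyte markers (1.90 ± 0.31, adjusted p = 0.0135) and the pericyte gene RGS5 among 13 endothelial and pericyte markers (2.82 ± 0.59, adjusted p = 0.0378, detected on 2 of 3 vehicle arrays). Camera called collagens (adjusted p = 0.00045), matrix glycoproteins (0.00129) and fibroblast markers (9.2e-10), and none held with an estimated correlation (adjusted p = 0.107, 0.171 and 0.0503). The study reported matrix and adhesion genes from these samples, so these counts are not independent evidence.

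The output of ERK signalling, the pathway that PLX4720 inhibits, moved both ways at 12 days. Of 36 measured members, SPRY4 and CXCL8 rose and DUSP4 fell (8 and 2 over the list alone; median 0.08; camera adjusted p = 0.349). SPRY4, a feedback inhibitor of the pathway, rose 2.67-fold (log2 1.42 ± 0.29, adjusted p = 0.035), but its 2 dimmer probes differed by -0.56 and -0.12, the mean of its probes gave 0.25, and it passed in 12 of 23 settings. DUSP6, ETV5 and CCND1, further ERK targets, differed by 0.11 ± 0.25, -0.06 ± 0.19 and -0.20 ± 0.29 (adjusted p = 0.877, 0.922 and 0.801), although a second DUSP6 probe differed by -0.94. MITF, the melanocyte lineage factor, differed by 0.72 ± 0.32 (adjusted p = 0.309), NGFR, a neural crest marker, by 0.75 ± 0.53 (adjusted p = 0.544) and LOX, a collagen crosslinking enzyme, by -0.82 ± 0.52 (adjusted p = 0.496, detected on 1 of 3 PLX4720 arrays). TGFB1 was above background on 1 vehicle array and on no array of the other arms, so it has no fold.

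In the mitosis list, CCNA2, which encodes cyclin A (log2 -1.02 ± 0.20, adjusted p = 0.0263), and the mitotic kinase NEK2 (adjusted p = 0.0402) fell among 30 members (7 over the list alone; median -0.47; camera adjusted p = 5.88e-08, adjusted p = 0.242 with an estimated correlation). They passed in 14 and 10 of 23 settings, and the list lay at -0.34, -0.75 and -0.38 on PLX4720 1, 2 and 3, lowest on the array with the highest handling stress genes. In the cholesterol synthesis list only INSIG1, a regulator of the pathway, fell among 17 (-1.46 ± 0.31, adjusted p = 0.0399; median -0.44; camera adjusted p = 0.000896, adjusted p = 0.171 with an estimated correlation), and the list lay at -0.37, -0.83 and -0.04 on PLX4720 1, 2 and 3. The receptor tyrosine kinases ROR1 (3.12 ± 0.52, adjusted p = 0.0143) and EPHA3 (2.17 ± 0.36, adjusted p = 0.0146) rose among 23 (camera adjusted p = 0.0638). In the list of matrix proteases and crosslinkers, MMP13, a collagenase, was at least 4.62-fold higher (adjusted p = 0.0361) and PLAT rose (1.71 ± 0.34, adjusted p = 0.029), MMP10 was at least 3.52-fold lower (adjusted p = 0.00261) and the collagen prolyl hydroxylase P4HA1 (-1.25 ± 0.25, adjusted p = 0.0317) and P4HA2, named after its values were seen, fell (camera adjusted p = 0.327). VLDLR and ATF3 fell among unfolded protein response genes (camera adjusted p = 0.0885), TGFB3 rose among TGF-beta ligands and targets (0.28), OCA2 fell among pigmentation genes (0.991), TNC rose among markers of the dedifferentiated state (0.346), and THBS2 and CXCL8 rose while VEGFA and ADM fell among angiogenic factors (0.849). Camera made no call for complement genes, leukocyte markers, endothelial markers, genes of S phase, oxidative phosphorylation, ribosomal proteins, p53 targets, apoptosis, lysosomes, markers of muscle, fat, skin and blood, or RNA handling stress (adjusted p = 0.187 to 0.934).

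In total, limma called 342 of 14886 genes for PLX4720 against vehicle, 215 higher and 127 lower, and 2368 genes had an unadjusted p below 0.05 where 744 would by chance. The count was 119, 64 and 66 without vehicle 1, 2 and 3, 131, 851 and 724 without PLX4720 1, 2 and 3, 226 and 176 without bevacizumab 2 and 3, and 186 without COMBO 1 or COMBO 2. A fit of only the 6 arrays compared gave 45, and leaving out PLX4720 3 and bevacizumab 1 together, a choice made after seeing the data, gave 1230.

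**Figure D2:**
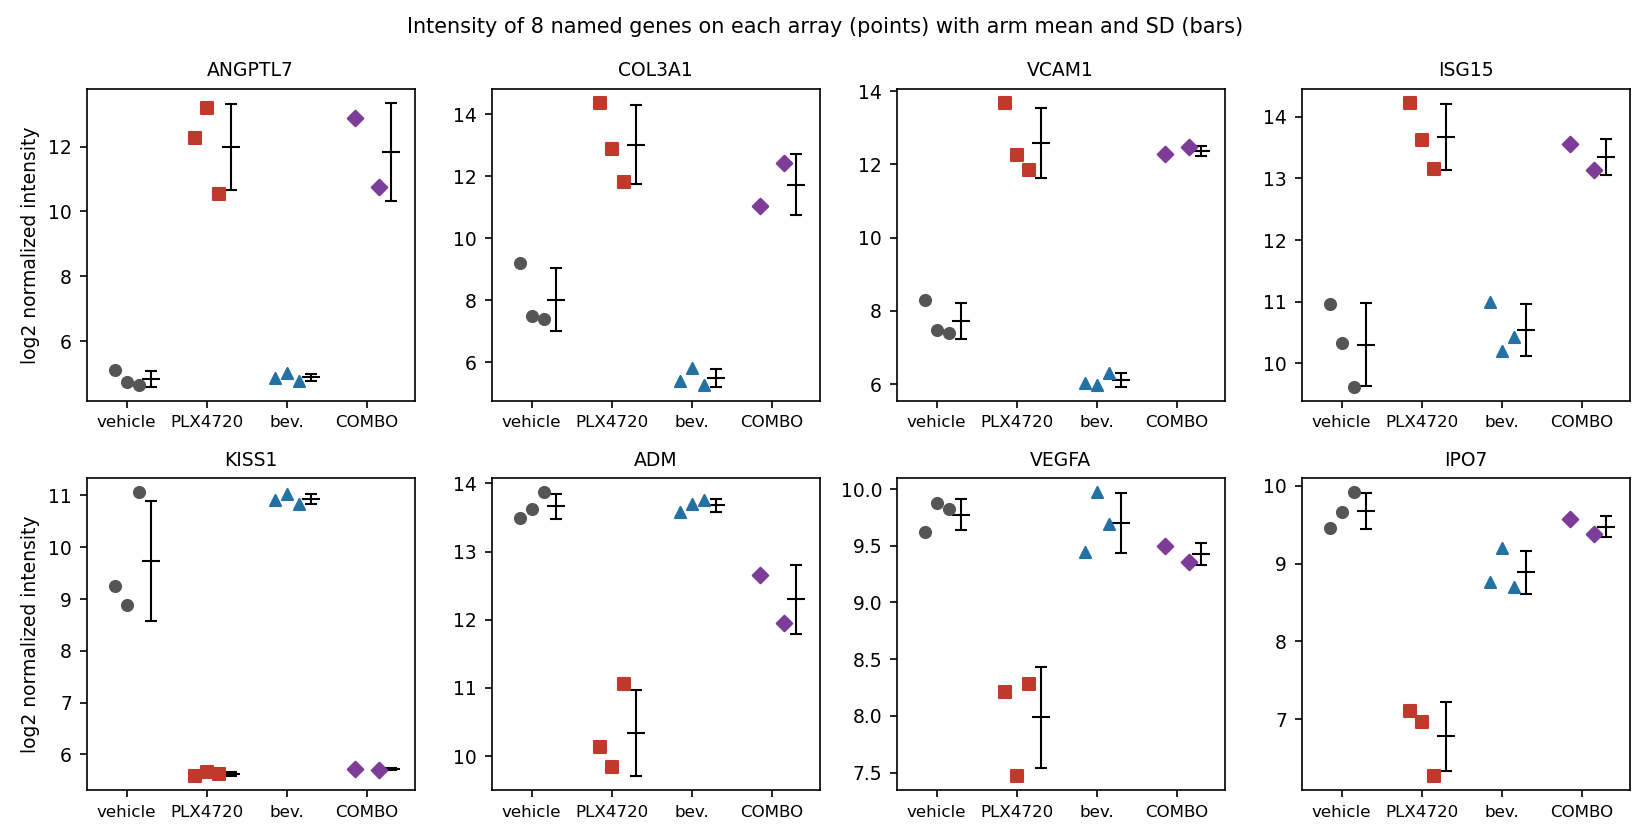
Log2 normalized intensity of 8 named genes on each array (points) with the mean and SD of each arm (bars). ANGPTL7, COL3A1, VCAM1 and ISG15 were higher and KISS1 and ADM lower on each PLX4720 and COMBO array than on each vehicle array, whereas IPO7 was lower on PLX4720 (6.27 to 7.10) and at 9.57 and 9.38 on COMBO.

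Bevacizumab alone was compared with vehicle next. The 5 genes with the smallest p were LOC646938 (at least 2.23-fold lower, adjusted p = 0.885), DLGAP1-AS5 (log2 1.26 ± 0.25), PTPRR, a phosphatase that acts on ERK (1.06 ± 0.24), the cancer-testis gene CT55 (2.22 ± 0.52) and the lipid phosphatase MTMR1 (-1.30 ± 0.31, detected on 2 of 3 bevacizumab arrays), none of which passed (adjusted p = 1 for the last 4). VEGFA, which encodes the antibody's target, differed by -0.07 ± 0.26 (adjusted p = 1). Collagen genes had a median of -0.27, with COL3A1 (detected on 1 of 3 bevacizumab arrays) at -2.53 ± 0.65 and COL1A2 at least 1.92-fold lower (both adjusted p = 1; 0 of 22 passed, 2 lower over the list alone), and fibroblast markers a median of -0.37, or -0.26 at bounds (3 lower over the list alone). Camera called collagens and matrix glycoproteins (median -0.28) lower at adjusted p = 0.000224 each, fibroblast markers at 0.000531, TGF-beta genes (-0.31) at 0.0024 and markers of the dedifferentiated state (-0.24) at 0.00873, and cholesterol synthesis (0.22) higher at 0.0143. None held with an estimated correlation (adjusted p = 0.267 for collagens and fibroblast markers, 0.296 for matrix glycoproteins, 0.479 for TGF-beta genes and the dedifferentiated state, 0.55 for cholesterol synthesis). The study reported a matrix theme from these samples for PLX4720 alone and none for bevacizumab. The hypoxia list had a median of 0.01 (camera adjusted p = 0.618).

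Limma called 0 genes for bevacizumab against vehicle, and 353 had an unadjusted p below 0.05, fewer than the 744 of chance. With array weights it called 36. Without 1 array camera lost the call of TGF-beta genes (bevacizumab 2, adjusted p = 0.143), of the dedifferentiated state (vehicle 3, 0.0814; bevacizumab 1, 0.114) and of cholesterol synthesis (vehicle 1, 0.416; bevacizumab 2, 0.183).

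COMBO was then compared with vehicle. ANGPTL7 was at least 71.4-fold higher (adjusted p = 0.00388) and SCRG1 at least 34.1-fold (adjusted p = 0.00108). PRG4, detected on 2 of 3 vehicle arrays, rose 27.2-fold (log2 4.76 ± 0.72, n = 2 against 3, adjusted p = 0.0343), VCAM1 24.9-fold (4.64 ± 0.47, adjusted p = 0.00388) and UTS2 21.9-fold (adjusted p = 0.0291). CHI3L1, a chitinase-like secreted glycoprotein, rose 12.2-fold (3.61 ± 0.52), TMOD1, which caps actin filaments and was detected on 1 of 3 vehicle arrays, 11.6-fold (3.54 ± 0.51), both at adjusted p = 0.0291, and MKX, a transcription factor of tendon, 11.3-fold (3.50 ± 0.53, adjusted p = 0.0343). The interferon-induced BST2 and ISG15 rose 9.97-fold and 8.22-fold (adjusted p = 0.0499 and 0.0291). The 4 genes that fell were KISS1 (16.2-fold lower, log2 -4.02 ± 0.49, adjusted p = 0.0178), the metalloproteinase MMP10 (3.70-fold lower, adjusted p = 0.0485, detected on 1 of 2 COMBO arrays), PTPRR (at least 2.38-fold lower, adjusted p = 0.0291) and the antisense RNA SLCO4A1-AS1 (3.50-fold lower, adjusted p = 0.0499). SCRG1 passed in all 23 settings, ANGPTL7 in 22, VCAM1 in 21, KISS1 in 18 and the others in 7 to 15. Of the fixed genes, VEGFA differed by -0.35 ± 0.28, DUSP6 by 0.22 ± 0.28, SPRY4 by 0.54 ± 0.33, ETV5 by -0.23 ± 0.21, CCND1 by 0.16 ± 0.33, MITF by 0.24 ± 0.36 and NGFR by -0.10 ± 0.60 (all adjusted p = 1), and LOX was at least 1.93-fold lower (adjusted p = 0.667).

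Of the gene groups under COMBO, 5 were called in the direction seen with PLX4720 and held with an estimated correlation. Interferon genes had a median of 1.75, with ISG15 and BST2 of 41 past the test (39 higher over the list alone; camera adjusted p = 9.63e-57). Cytokines had a median of 0.56, or 0.53 at bounds, and the attractants CXCL10 (log2 3.04 ± 0.44, adjusted p = 0.0291), CXCL1 (2.11 ± 0.30, adjusted p = 0.0291) and CXCL8 (1.83 ± 0.30, adjusted p = 0.0499) rose among 31 (6 over the list alone; camera adjusted p = 1.76e-09), with list medians of 0.41 on COMBO 1 and 0.70 on COMBO 2. Of 25 NF-kB targets, VCAM1, CXCL1 and CXCL8 rose (6 over the list alone; median 0.55; camera adjusted p = 4.21e-11), with list medians of 0.21 on COMBO 1 and 0.88 on COMBO 2. Of 32 hypoxia genes 0 passed over all genes and 15 were lower over the list alone (median -0.78; camera adjusted p = 2.4e-18), with HILPDA at -1.56 ± 0.31 (adjusted p = 0.105). Of 13 fibroblast markers, POSTN rose (3.00 ± 0.42, adjusted p = 0.0291; 7 over the list alone; median 0.98; camera adjusted p = 1.62e-11). These 5 calls held with an estimated correlation (adjusted p = 0.0446 for interferon, 0.0274 for cytokines, 0.0459 for NF-kB targets and hypoxia, 0.0274 for fibroblast markers). The study reported the hypoxia and immune themes for COMBO from the same samples, so those counts are not independent evidence. On the human arrays it reported a matrix theme for PLX4720 alone, and on mouse arrays lower matrix genes for COMBO.

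Camera also called glycolysis (median -0.59, adjusted p = 4.57e-09; 4 of 17 lower over the list alone), antigen presentation (0.60, 7.57e-10), cholesterol synthesis (-0.64, 6.72e-05), complement genes (0.22, or 0.20 at bounds, 0.0048), unfolded protein response genes (-0.22, or -0.13 at bounds, 0.0247) and collagens (0.0361) for COMBO. With an estimated correlation these gave adjusted p = 0.0744, 0.0853, 0.102, 0.102, 0.0853 and 0.199. The collagens had a median of -0.10 (0.00 at bounds), a mean of 0.42 and a call upward, with COL8A1 the member that rose (2.36 ± 0.38, adjusted p = 0.0485; 4 over the list alone). Their call was lost without vehicle 2 (adjusted p = 0.149), PLX4720 1 (0.0751), PLX4720 2 (0.0611), bevacizumab 1 (0.0695) or COMBO 2 (0.698), that of the unfolded protein response without bevacizumab 1 (0.0521) or COMBO 2 (0.142), and that of cholesterol synthesis without COMBO 2 (0.114). Camera did not call matrix glycoproteins (adjusted p = 0.152), mitosis (0.171) or ERK output (0.0977).

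Limma called 26 genes for COMBO against vehicle, 22 higher and 4 lower, with 778 at an unadjusted p below 0.05. The count was 4 and 5 without vehicle 2 and 3, 41 and 73 without PLX4720 2 and 3, 6, 7 and 7 without bevacizumab 1, 2 and 3, and 1 and 2 without COMBO 1 and 2. A fit of only the 5 arrays compared gave 246, against 45 for PLX4720 in its own such fit, so the order of both counts turns with the arrays that estimate the spread.

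**Figure D3:**
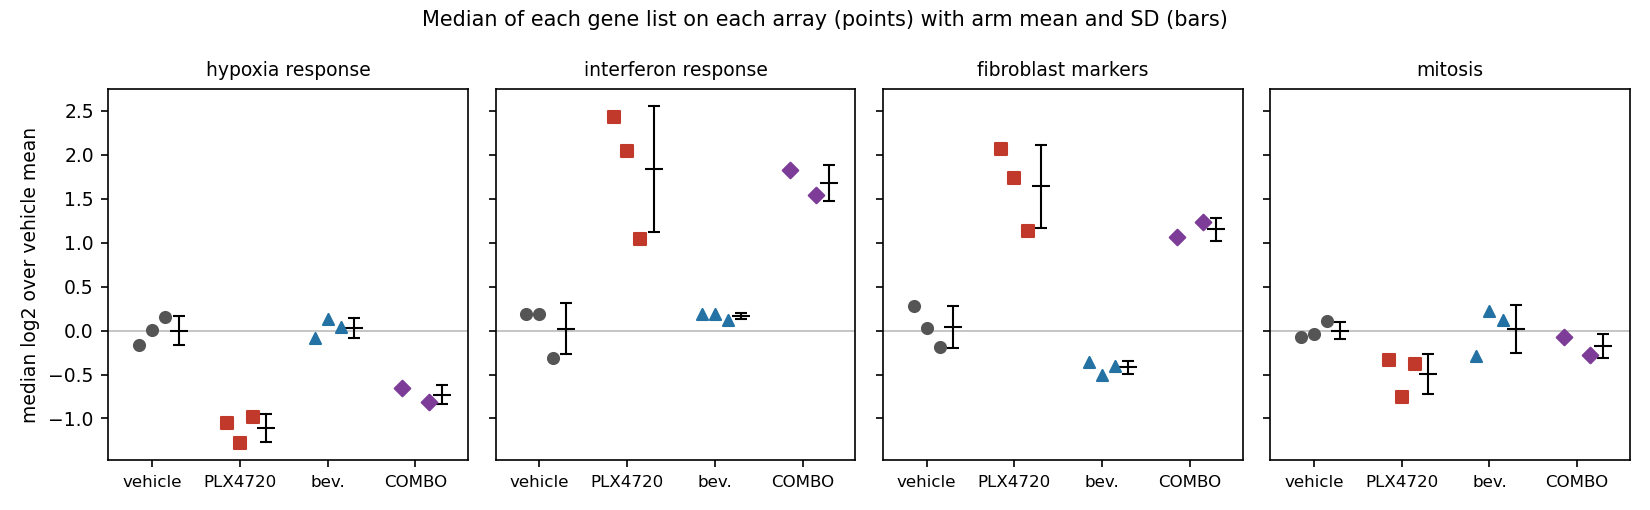
Median log2 value of 4 gene lists on each array relative to the vehicle mean (points), with the mean and SD of each arm (bars). Hypoxia genes lay at -1.28 to -0.99 on PLX4720 and -0.81 to -0.65 on COMBO arrays, and interferon genes at 1.04 to 2.43 and 1.54 to 1.82.

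COMBO against bevacizumab gives the effect of PLX4720 in the presence of the antibody, on arrays that PLX4720 against vehicle does not use. ANGPTL7 was at least 66.9-fold and SCRG1 at least 32.0-fold higher (adjusted p = 0.00232 and 0.000391). VCAM1 rose 76.6-fold (log2 6.26 ± 0.47, n = 2 against 3, adjusted p = 0.000391). Its probe differed from vehicle by 4.64 under COMBO and -1.62 under bevacizumab. The dimmer VCAM1 probes gave 3.79 and -0.04, and 3.24 and -0.55, so the rise was smaller on them. COL3A1 rose 75.3-fold (adjusted p = 0.00609) and PRG4 37.1-fold (adjusted p = 0.0119), both detected on 1 of 3 bevacizumab arrays. KISS1 was 37.2-fold lower (log2 -5.22 ± 0.49, adjusted p = 0.0015), PTPRR at least 4.95-fold (adjusted p = 0.0015), the acetyltransferase NAT16 6.01-fold (adjusted p = 0.0181), the transcription factor HES2 at least 4.37-fold (adjusted p = 0.0119) and MMP10, detected on 1 of 2 COMBO arrays, 5.28-fold (adjusted p = 0.00754). Of 13 fibroblast markers 5 rose, LUM, DCN, COL3A1, POSTN (at least 7.37-fold) and COL1A2 (at least 6.79-fold), with 6 over the list alone and camera adjusted p = 6.46e-13 (adjusted p = 0.0216 with an estimated correlation). ISG15 rose among interferon genes (2.80 ± 0.42, adjusted p = 0.0203; 36 over the list alone; median 1.73), CXCL10 (2.84 ± 0.44, detected on 2 of 3 bevacizumab arrays) and CXCL1 (1.88 ± 0.30) among cytokines (6 over the list alone; median 0.46, or 0.29 at bounds), and HILPDA fell among hypoxia genes (-1.89 ± 0.31, adjusted p = 0.03; 16 over the list alone; median -0.76, or -0.73 at bounds). Camera called these 3 lists (adjusted p = 3.98e-39, 2.66e-05 and 2.18e-16), each at adjusted p = 0.0563 with an estimated correlation. Hypoxia and immune themes were reported by the study for COMBO against vehicle from these samples, so the counts are not independent evidence.

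For COMBO against bevacizumab camera also called collagens (COL1A2, COL3A1 and COL8A1 rose among 22, 6 over the list alone; median 0.08; adjusted p = 3.72e-05), matrix glycoproteins (LUM, DCN and POSTN rose among 41, 5 over the list alone; median 0.28, or 0.21 at bounds; 0.000129), NF-kB targets (VCAM1 and CXCL1 rose among 25; 6.72e-08), antigen presentation (2.8e-06), TGF-beta genes (0.000857) and complement genes (0.0297) higher, and glycolysis (6.72e-08) and cholesterol synthesis (5.67e-08) lower. With an estimated correlation these gave adjusted p = 0.0563, 0.123, 0.0686, 0.166, 0.178, 0.178, 0.0751 and 0.0563. The TGF-beta call was lost without COMBO 2 (0.187) and the complement call without bevacizumab 2 (0.101), bevacizumab 3 (0.123) or COMBO 1 (0.117). Limma called 54 genes, 35 higher and 19 lower, with 1102 at an unadjusted p below 0.05. The count was 29 without vehicle 2, 87, 87 and 142 without PLX4720 1, 2 and 3, 36, 24 and 18 without bevacizumab 1, 2 and 3, and 11 and 5 without COMBO 1 and 2, and a fit of only these 5 arrays gave 107.

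The response to PLX4720 with and without bevacizumab could thus be compared on separate arrays. Of the 35 genes higher in COMBO than in bevacizumab, 32 also rose with PLX4720 against vehicle (0.506 expected of independent lists, which leaves out the shared estimate of spread), VCAM1, COL3A1 and ANGPTL7 among them, and of the 19 lower genes 12 also fell (0.162 expected), KISS1 among them. All 54 had the same sign in both, and 306 of the 342 genes called for PLX4720 against vehicle (89.5%) had the same sign in COMBO against bevacizumab. Across the 14886 genes, which are not independent replicates, the log2 fold changes correlated at r = 0.458 (Spearman 0.258). This r was 0.327 without PLX4720 2 and 0.54 without PLX4720 3.

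**Figure D4:**
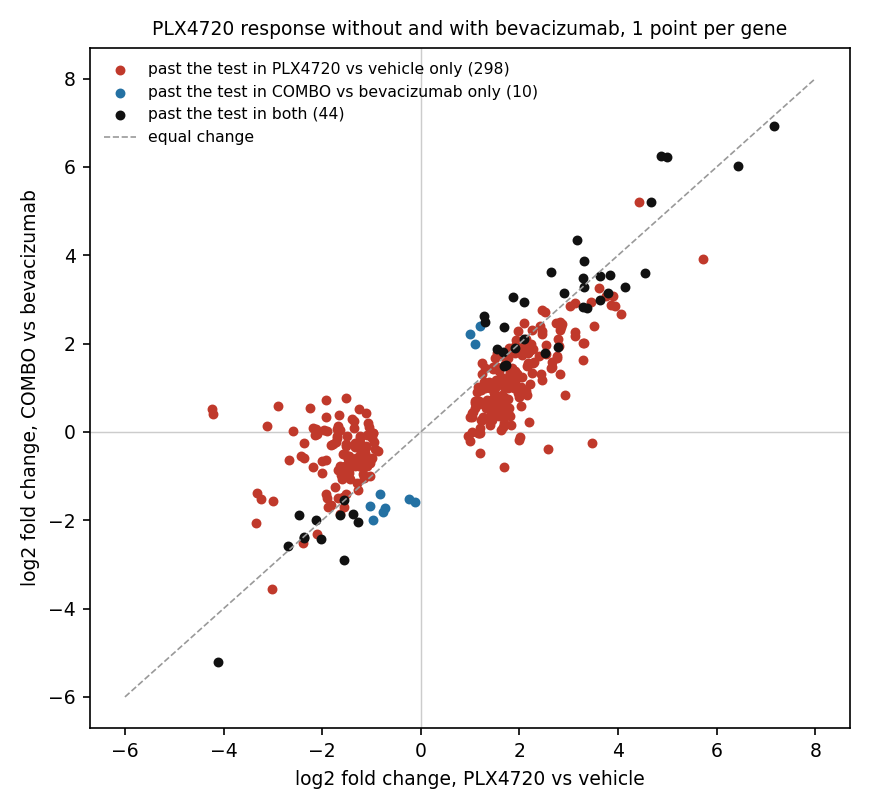
Log2 fold change for PLX4720 against vehicle (horizontal) and for COMBO against bevacizumab (vertical), 1 point per gene called in either comparison, with a dashed line of equal change. Of these genes 44 were called in both, 298 only in the first and 10 only in the second.

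Against the shared vehicle arrays, the 22 rises and 4 falls of COMBO were all called for PLX4720 too. Independent lists would share 0.318 and 0.0341, a value that leaves out the shared arrays and the shared estimate of spread. Over all genes 66.1% had the same sign, against a mean of 57.6% in simulations of unchanged groups. The log2 fold changes correlated at r = 0.621 (Spearman 0.49), with r = 0.459 without PLX4720 2. Such groups, simulated against the same vehicle arrays, gave a mean r of 0.236 (highest 0.262 of 100), and the covariance was 0.173 against 0.026 simulated. The simulated values already allow for the shared vehicle arrays, with genes drawn independently at a modelled spread. The vehicle arrays are too few to split, so this allowance could not be checked on the arrays themselves.

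COMBO was compared with PLX4720 to see what the antibody adds. IPO7 was 6.48-fold higher in COMBO (log2 2.70 ± 0.30, n = 2 against 3, adjusted p = 0.0278) and was the 1 gene called, with 1081 at an unadjusted p below 0.05. It was also the 1 gene called for the interaction (3.49 ± 0.40, adjusted p = 0.0397), since it was lower under PLX4720 alone and near vehicle under COMBO. These calls passed in 12 of 23 and 9 of 22 settings. ADM (1.96 ± 0.35, adjusted p = 0.501) and VEGFA (1.44 ± 0.28, adjusted p = 0.501) were higher in COMBO than in PLX4720 without passing. FBLN1 had an interaction of -2.98 ± 0.67 (adjusted p = 0.84). Its probe differed from vehicle by 2.58, 0.88 and 0.48 under PLX4720, bevacizumab and COMBO. A second FBLN1 probe, nearly as bright, gave 1.71, -0.15 and 1.08, a much smaller interaction. The count for COMBO against PLX4720 was 0 without any 1 of the vehicle, bevacizumab and COMBO arrays, 240 without PLX4720 2, 4 without PLX4720 3, and 0 in a fit of only these 5 arrays. For the interaction it was 0 without PLX4720 1, any vehicle, any bevacizumab or any COMBO array, and 29 without PLX4720 2. Limma gave 824 genes at an unadjusted p below 0.05 for the interaction.

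Between COMBO and PLX4720 the hypoxia list had a median of 0.38, or 0.30 at bounds (6 of 32 higher over the list alone; camera adjusted p = 8.48e-08), mitosis 0.35 (1 of 30 higher; 5.39e-07), S phase 0.20, or 0.10 at bounds (0.0061), matrix glycoproteins -0.28, or -0.27 at bounds (0.0061), receptor tyrosine kinases -0.33 (0.0223) and fibroblast markers -0.73 (1 of 13 lower; 0.0223). No member passed over all genes. With an estimated correlation the adjusted p was 0.406 for mitosis and 0.381 for the other lists. The calls for S phase were lost without PLX4720 2 (adjusted p = 0.088) or COMBO 1 (0.248), for receptor tyrosine kinases without PLX4720 3 (0.215), bevacizumab 1 (0.0577) or COMBO 2 (0.066), and for fibroblast markers without PLX4720 2 (0.133), PLX4720 3 (0.0596), bevacizumab 1 (0.0657) or COMBO 1 (0.325). Interaction medians of 0.50 for hypoxia (2 of 32 higher over the list alone) and 0.33 for mitosis were called at adjusted p = 0.000434 each, with adjusted p = 0.915 for both with an estimated correlation. Both were lost without PLX4720 2 (0.101 each) and that of mitosis without bevacizumab 1 (0.111). From these samples the study reported a hypoxia theme for both arms against vehicle and a matrix theme for PLX4720 alone.

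Averaged over the presence and absence of bevacizumab, PLX4720 raised ANGPTL7 (5 arrays against 6, adjusted p = 5.32e-05), SCRG1 (adjusted p = 7.92e-06), COL3A1 (log2 5.62 ± 0.49, adjusted p = 0.00021), VCAM1 (5.56 ± 0.31, adjusted p = 1.38e-05) and PRG4 (4.95 ± 0.48, adjusted p = 0.000382). The dimmer VCAM1 probes rose less than this in both backgrounds. ANGPTL7 and SCRG1 rose from below background in both arms without PLX4720, so no fold is given. It lowered KISS1 (adjusted p = 7.74e-05, no fold, since it was below background on all arrays of PLX4720 alone), PAEP (-3.28 ± 0.47, adjusted p = 0.00419), DEPP1 (-2.70 ± 0.43, adjusted p = 0.00657), the membrane repair gene DYSF (adjusted p = 0.00676) and NAT16 (-2.64 ± 0.26, adjusted p = 0.000382). Each of these 10 passed in all 22 settings. VEGFA was lower by this average too (-1.03 ± 0.19, adjusted p = 0.0148), mainly through PLX4720 alone. It differed from vehicle by -1.79 under PLX4720, against -0.35 under COMBO and -0.07 under bevacizumab. Interferon genes rose in 37 of 41 cases (39 over the list alone), hypoxia genes fell in 21 of 32 (26 over the list alone; median -1.02), and fibroblast markers rose in 7 of 13 (8 over the list alone; median 1.31). Camera called them at adjusted p = 3.25e-43, 1.13e-26 and 4.72e-13, with adjusted p = 0.0512, 0.0429 and 0.021 with an estimated correlation. From the same samples the study reported the hypoxia and immune themes with and without bevacizumab and the matrix theme for PLX4720 alone, which makes the counts no independent evidence. Of 36 ERK output genes, the feedback inhibitors SPRY1 (1.40 ± 0.25, adjusted p = 0.0114), SPRY2 (1.15 ± 0.28, adjusted p = 0.0488) and SPRY4 (0.99 ± 0.22, adjusted p = 0.0335) and the chemokine CXCL8 rose and none fell (6 higher and 2 lower over the list alone; camera adjusted p = 0.15), and SPRY1, SPRY2 and SPRY4 passed in 21, 9 and 12 of 22 settings.

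Other lists followed for the average of PLX4720. The attractants CCL2, CCL5, CXCL1, CXCL8, CXCL10 and CX3CL1 rose among 31 cytokines (11 higher and 1 lower over the list alone; median 0.41), 6 of 25 NF-kB targets rose (13 over the list alone; median 0.57), and HLA-B, HLA-DRA, HLA-DPA1, HLA-DMA and HLA-DMB, whose probes may read related HLA genes, rose among 24 antigen presentation genes (10 over the list alone; median 0.50). In the collagen list 6 of 22 rose (10 higher and 1 lower over the list alone; median 0.42) and in the matrix glycoprotein list 6 of 41 (12 over the list alone; median 0.35). Of 17 glycolysis genes HK2, ALDOC, PGK1, ENO2 and SLC2A1 fell (11 over the list alone; median -0.77), and of 17 cholesterol synthesis genes INSIG1 (-1.20 ± 0.24, adjusted p = 0.0194) and IDI1, an isomerase of the pathway (-0.82 ± 0.19, adjusted p = 0.0419), fell (8 over the list alone; median -0.65). TGFB3 (SE of the log2 change 0.29, adjusted p = 0.00425), the receptor TGFBR3 (0.93 ± 0.17, adjusted p = 0.0148) and ID3 (adjusted p = 0.0474) rose among 19 TGF-beta genes, and 0 of 30 mitosis genes passed (median -0.36). Camera called cytokines (adjusted p = 4.43e-05), NF-kB targets (2.38e-08), antigen presentation (2.86e-08), collagens (1.7e-05), matrix glycoproteins (3.67e-05), glycolysis (3.47e-11), cholesterol synthesis (1.5e-07), TGF-beta genes (0.0122) and mitosis (4.82e-06). With an estimated correlation the adjusted p was 0.0933 for antigen presentation and matrix glycoproteins, 0.3 for mitosis and TGF-beta genes and 0.0512 for the rest, and the TGF-beta call was lost without COMBO 2 (0.147). The immune theme, and for PLX4720 alone the matrix theme, were reported by the study from these samples.

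Limma called 499 genes for this average, 321 higher and 178 lower. The count was 310, 251 and 239 without vehicle 1, 2 and 3, 905 without PLX4720 3, 304 and 302 without bevacizumab 2 and 3, and 221 and 207 without COMBO 1 and 2. For bevacizumab averaged over the presence and absence of PLX4720 it called 0 genes, with 593 at an unadjusted p below 0.05 and 2 called without PLX4720 2. The smallest p belonged to RNY5 (log2 -2.18 ± 0.39), IPO7 (0.95 ± 0.20), the Y RNA RNY4 (-1.35 ± 0.29), and the phospholipase gene PLCD4 and COL15A1, which were below background throughout at least 1 arm and have no fold, all at adjusted p = 0.996. Camera called hypoxia (median 0.22, adjusted p = 5.83e-08), mitosis (0.19, 5.73e-06), S phase (0.11, 0.00445), cytokines (0.11, 0.0204) and glycolysis (0.14, 0.0453) higher and matrix glycoproteins (-0.39, 3.92e-07), fibroblast markers (-0.61, 8.52e-06), collagens (-0.47, 4.21e-05) and receptor tyrosine kinases (-0.27, 0.00874) lower. With an estimated correlation the adjusted p was 0.1 for the fibroblast, collagen and matrix lists, 0.309 for hypoxia, S phase, cytokines and receptor tyrosine kinases, 0.463 for mitosis and 0.471 for glycolysis. Calls were lost for glycolysis without vehicle 1 (0.205), PLX4720 2 (0.491), bevacizumab 1 (0.116), bevacizumab 3 (0.0634) or COMBO 1 (0.18), for S phase without COMBO 1 (0.18), for cytokines without PLX4720 2 (0.0703), PLX4720 3 (0.0739) or COMBO 2 (0.241), and for receptor tyrosine kinases without PLX4720 3 (0.0739).

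At the limits the methods state, 711 genes differed between PLX4720 and vehicle, 421 higher and 290 lower. COMBO gave 230, 156 higher and 74 lower, and bevacizumab 27, 12 higher and 15 lower. The PLX4720 count was 1213 without PLX4720 2, the COMBO count was 134 without vehicle 3 and 143 without COMBO 2, and the bevacizumab count 41 without bevacizumab 3. With the authors' normalized values these counts were 355, 116 and 2. The F test over the 4 arms gave 418 genes at an adjusted p below 0.1. It gave 226, 210 and 207 without vehicle 1, 2 and 3, 272, 1004 and 822 without PLX4720 1, 2 and 3, 235 and 226 without bevacizumab 2 and 3, and 271 and 268 without COMBO 1 and 2.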

Values the study reported

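At its stated limits for human genes, the study reported 340 genes modulated by PLX4720 against vehicle, 145 of them up and 195 down. It reported 201 genes for COMBO, 152 up and 49 down, and 4 for bevacizumab, 2 up and 2 down. A one-way ANOVA among the treatment arms gave 68 human genes.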

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

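The test of RNA quality, the fit that leaves out PLX4720 3 and bevacizumab 1 together, and the fit that keeps unnamed probes were chosen only after the results they concern had been seen.

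IPO7 differed in its response to PLX4720 with and without bevacizumab by the test of the interaction, 3.49 ± 0.40 log2 units, since the 2 COMBO arrays lay near vehicle level, and the call passed in 9 of 22 settings. IPO7 had 1 detected probe, so no second probe could check it. Dimmer probes of RPL13 and UHRF1 fell under PLX4720 (-2.18 and -2.65) and little or not under COMBO (0.35 and -0.21). Their brighter probes gave 0.32 and -0.44 under PLX4720. Dimmer probes of other genes, such as CXCL8 and COL6A3, moved with the brighter ones. Whether the IPO7 fall belongs to its probe alone was not tested. The interaction test also singled out hypoxia genes, with a median of 0.50, and mitosis genes, with a median of 0.33, and neither held with an estimated correlation (adjusted p = 0.915 for both). Among 9080 probes without a symbol, which the gene tests do not use, 89 differed between PLX4720 and vehicle (26 higher, 63 lower; from -3.41 to 3.34 log2 units).

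PLX4720 3 and bevacizumab 1 stood apart together on the second principal component. They had the fewest detected probes of all arrays, 19767 and 20158, against at least 20485 on the others. For that reason lower RNA quality remains a possible cause. Their mean signals, 1180.26 and 1234.88, were the highest of all arrays (next 1126.1 on vehicle 3), which argues against lower labelling. Their 95th percentile lay 35.6 and 31.3 times above background, in a range of 22.5 to 36.7. On bevacizumab 1 stress genes deviated by 0.13 ± 0.16 from the other arrays of the arm, which argues against handling stress as a cause common to both. The -0.66 ± 0.27 on PLX4720 3 largely reflects PLX4720 2, where these genes lay at 1.18 above vehicle, and decides nothing. Hypoxia genes deviated in opposite directions, by 0.31 ± 0.14 on PLX4720 3 and -0.26 ± 0.11 on bevacizumab 1. That argues against a hypoxic state of both tumours. These errors are taken over the genes of a list, which vary together on an array. Each array was also set against only the few others of its arm, so neither cause is excluded. With both arrays left out the count for PLX4720 against vehicle was 1230 in place of 342.

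Fibroblast markers (7 of 13) and matrix genes such as COL3A1 rose with PLX4720 on arrays made for human transcripts, while the stroma of these tumours is mouse. A general rise of mouse RNA read by human probes could not be excluded: endothelial markers had a median of 0.18 ± 0.34 and leukocyte markers -0.004 ± 0.18 for PLX4720 averaged over both backgrounds, against 1.31 ± 0.61 for fibroblast markers. The test stays open because 10 of 16 leukocyte and 5 of 13 endothelial markers were not detected on every vehicle array. More mouse fibroblasts alone also stays open, as the bright fibroblast markers ranged from -0.20 for S100A4 to 5.62 for COL3A1 and probes differ in their mismatch to mouse transcripts. A change in the human tumour cells themselves, the biological alternative, could not be told apart from these by human arrays. By staining, the study found the area of type I collagen unaffected by PLX4720 alone and reduced by COMBO. Under COMBO it also reported fewer alpha-SMA-positive cells outside vessels and, on mouse arrays, lower expression of many collagens. For COMBO against vehicle, where the fibroblast list here rose (median 0.98), those stainings go the other way. The study's enrichment test on mouse arrays set COMBO against all other groups, an unlike comparison. Against PLX4720 alone, COMBO had lower medians here for fibroblast markers (-0.73), collagens (-0.45) and matrix glycoproteins (-0.28). Camera called the first and last of these, and neither call held with an estimated correlation (adjusted p = 0.381 each).

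Fewer genes passed for COMBO against vehicle than for PLX4720 against vehicle. Within the shared fit the smaller number of COMBO arrays is excluded as the sole cause. There 2 of the 3 PLX4720 arrays still gave 131 to 851 genes, against 26 for COMBO. Leaving out a PLX4720 array also changes the shared spread, but COMBO gave at most 73 genes with any 1 array left out. A shared estimate of spread widened by the PLX4720 arrays could account for it, because a fit of the COMBO and vehicle arrays alone gave 246 genes, and that of PLX4720 and vehicle 45. Smaller changes under COMBO, the biological alternative, stay open: the noise-corrected spread of its log2 fold changes was 0.832 times that of PLX4720, from 0.691 without PLX4720 3 to 1.47 without PLX4720 1.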

How the results depend on the processing

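The choices to leave out PLX4720 3 and bevacizumab 1 together and to keep unnamed probes were made after seeing the data. Of 974 gene results, 176 passed in the report, and other settings kept 127 to 172 of these with no direction reversed, fits of only the compared arrays 59 of 107, and leaving out 1 array 101 to 173. The only reversal was EGR3 for PLX4720 averaged over both backgrounds, from -0.032 without PLX4720 1 to 1.146 without vehicle 1. No list reversed. Signal over background (95th percentile 22.5 to 36.7) limits what can be said of dim genes, which are given as bounds or without a fold. Fits of only the compared arrays give no value for the interaction, the averages or the F test, chips could not be entered as a block, and leaving out a COMBO array leaves 1 array that is assumed to vary like the other groups. Where counts moved by over 1.5 times the cause was not tested, except as weighed above.

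Counts in the order PLX4720, bevacizumab and COMBO against vehicle were 342, 0 and 26. In fits of only the compared arrays they were 45 for PLX4720, 246 for COMBO, 0 for COMBO against PLX4720 (1 in the report) and 107 for COMBO against bevacizumab (54). With array weights bevacizumab gave 36, COMBO 402, COMBO against PLX4720 0, COMBO against bevacizumab 863, the average of PLX4720 998 (499) and the F test 1481 (418). With PLX4720 3 and bevacizumab 1 left out the counts were 1230 for PLX4720, 65 for COMBO, 2 for COMBO against PLX4720, 92 for COMBO against bevacizumab, 0 for the interaction (1), 1013 for the average of PLX4720 and 1032 for the F test. COMBO gave 9 with the authors' normalized values (100% higher, against 84.6%), 16 without background correction, 16 with the stricter filter and 8 with none, and the interaction 0 with no filter and 0 with unnamed probes kept. A plain ANOVA gave 92 in place of 418, and camera with an estimated correlation kept 8 and fry 38 of 69 list calls.

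At the methods' limits PLX4720 gave 711, or 355 with the authors' values, 377 without background correction and 1161 with both doubtful arrays left out. Bevacizumab gave 27, or 2 with the authors' values, 3 without background correction (66.7% higher, against 44.4%), 17 with the mean of probes, 46 with only the compared arrays, 232 with array weights, 45 with unnamed probes and 88 with both arrays left out. COMBO gave 230, or 116 with the authors' values, 128 without background correction, 421 with only the compared arrays and 415 with array weights. With unnamed probes kept the agreement r was 0.365 (0.458 in the report) with and without bevacizumab and 0.559 (0.621) between PLX4720 and COMBO.

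With the replicate number as a block the counts were 190 for PLX4720, 0 for bevacizumab, 7 for COMBO, 0 for COMBO against PLX4720, 25 for COMBO against bevacizumab, 0 for the interaction, 310 for the average of PLX4720 and 261 for the F test. The numbers gave no sign of pairing the samples: of 15 pairs with the same number, 3 had deviations correlated above 0.1 (-0.472 to 0.266, median -0.006). Deviations from the arm mean cancel within an arm, so a small median is partly built in and the absence of pairing is not shown.

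Leaving out 1 array gave 64 to 851 genes for PLX4720, 0 for bevacizumab, 1 to 73 for COMBO, 0 to 240 for COMBO against PLX4720, 5 to 142 for COMBO against bevacizumab, 0 to 29 for the interaction, 207 to 905 for the average of PLX4720 and 0 to 2 for that of bevacizumab. At the methods' limits it gave 510 to 1213, 21 to 41 and 134 to 295, for the F test 207 to 1004, for list calls 66 to 73, and for the agreement 0.327 to 0.54 and 0.459 to 0.662.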

Other observations

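The fit that leaves out PLX4720 3 and bevacizumab 1 together was chosen only after the results were seen. With PLX4720 averaged over both backgrounds, 3 of 22 genes of the unfolded protein response fell, while camera did not call the list (adjusted p = 0.0811; 2 higher and 3 lower over the list alone). DDIT3, a transcription factor, fell by 1.12 ± 0.14 log2 units (adjusted p = 0.0019), ATF3 by 1.25 (adjusted p = 0.0224) and VLDLR, a lipoprotein receptor, by 1.70 ± 0.19 (adjusted p = 0.000898). DDIT3 also fell in COMBO against bevacizumab (-1.41 ± 0.21, adjusted p = 0.0192). Of 13 complement and acute phase genes 3 rose in the average (4 higher and 2 lower over the list alone), with no call of the list (adjusted p = 0.0811; adjusted p = 0.294 with an estimated correlation): CFI, which cleaves complement factors, by 1.85 ± 0.23 (adjusted p = 0.00165), CFB, a factor of the alternative pathway, by 1.62 ± 0.36 (adjusted p = 0.0355) and the protease inhibitor A2M by 2.66 ± 0.38 (adjusted p = 0.00419).

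Among class II antigen presentation genes, HLA-DRA rose by 1.24 ± 0.23 (adjusted p = 0.0158) and HLA-DMB, which helps load peptides, by 1.83 ± 0.31 (adjusted p = 0.00817). Of 13 endothelial and pericyte markers, TIE1, a receptor of endothelial cells, fell by 2.26 ± 0.44 (adjusted p = 0.0183) and RGS5, a pericyte gene below background on all bevacizumab arrays, rose (adjusted p = 0.0297), while 11 did not pass and camera did not call the list (median 0.18, adjusted p = 0.599). The probe of OCA2, a melanosomal transporter, was above background on all vehicle and bevacizumab arrays and on no PLX4720 or COMBO array.

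Array labels were exchanged to see how many genes other splits of the samples call. For PLX4720 against vehicle the real split was the 1 of 10 with the most genes, 342, and no other called more than 1, but 10 splits are too few for a share below 0.05. For bevacizumab against vehicle the real split and all others, 10 of 10, called 0 genes, and 10 splits are again too few. For PLX4720 averaged over both backgrounds the real split, with 499 genes, was the 1 of 100 with the most, and the highest other called 132. That other split put vehicle 1, 2 and 3 and bevacizumab 2 and 3 on the treated side. It nearly mirrored the real grouping, so its count is not a level of chance. For bevacizumab averaged over both backgrounds the real split called 0 genes, which any split equals or exceeds (100 of 100), so the count of splits decides nothing. Of the others 13 called a gene, and the highest called 480, with vehicle 1 and 2, PLX4720 1 and 3 and bevacizumab 1 on one side. A count that high points to a structure of the samples. Within each background the sides of that split followed the second principal component. Vehicle 1, vehicle 2 and bevacizumab 1 (3.7, 10.2 and -37.5) lay below vehicle 3, bevacizumab 2 and bevacizumab 3 (13.1, 29.8 and 21.5). PLX4720 1 and 3 (-20.3 and -75.3) lay below PLX4720 2, COMBO 1 and COMBO 2 (25.3, 18.7 and 10.9). The sides also partly followed the arms.

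At the limits the methods state, 711 genes differed for PLX4720 against vehicle, 421 of them higher. Both are above the values quoted from the study, and so are the 290 lower genes. Rises outnumbered falls here, the reverse of the balance the study reported. For COMBO 74 genes were lower. This is above the value quoted from the study. For bevacizumab the count at these limits was 27, with 12 higher and 15 lower. All of these are above the values quoted from the study. With the authors' normalized values the same limits gave 355 genes for PLX4720, 116 for COMBO and 2 for bevacizumab. The counts for COMBO and bevacizumab are below the values quoted from the study, and that for PLX4720 is slightly above. The F test over the arms gave 418 genes, and a plain ANOVA 92. Both are above the value quoted from the study, which used its own normalized values and a larger set of human genes above background. The larger gene set bears on the counts at the methods' limits too. For those the study compared each treatment separately with vehicle, whereas the counts here come from a shared fit of all arms.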
